# Comprehensive Analysis of PPARα-Dependent Regulation of Hepatic Lipid Metabolism by Expression Profiling

**DOI:** 10.1155/2007/26839

**Published:** 2007-09-13

**Authors:** Maryam Rakhshandehroo, Linda M. Sanderson, Merja Matilainen, Rinke Stienstra, Carsten Carlberg, Philip J. de Groot, Michael Müller, Sander Kersten

## Abstract

PPARα is a ligand-activated transcription factor involved in the regulation of nutrient metabolism and inflammation. Although much is already known about the function of PPARα in hepatic lipid metabolism, many PPARα-dependent pathways and genes have yet to be discovered. In order to obtain an overview of PPARα-regulated genes relevant to lipid metabolism, and to probe for novel candidate PPARα target genes, livers from several animal studies in which PPARα was activated and/or disabled were analyzed by Affymetrix GeneChips. Numerous novel PPARα-regulated genes relevant to lipid metabolism were identified. Out of this set of genes, eight genes were singled out for study of PPARα-dependent regulation in mouse liver and in mouse, rat, and human primary hepatocytes, including thioredoxin interacting protein (Txnip), electron-transferring-flavoprotein β polypeptide (Etfb), electron-transferring-flavoprotein dehydrogenase (Etfdh), phosphatidylcholine transfer protein (Pctp), endothelial lipase (EL, Lipg), adipose triglyceride lipase (Pnpla2), hormone-sensitive lipase (HSL, Lipe), and monoglyceride lipase (Mgll). Using an in silico screening approach, one or more PPAR response elements (PPREs) were identified in each of these genes. Regulation of Pnpla2, Lipe, and Mgll, which are involved in triglyceride hydrolysis, was studied under conditions of elevated hepatic lipids. In wild-type mice fed a high fat diet, the decrease in hepatic lipids following treatment with the PPARα agonist Wy14643 was paralleled by significant up-regulation of Pnpla2, Lipe, and Mgll, suggesting that induction of triglyceride hydrolysis may contribute to the anti-steatotic role of PPARα. Our study illustrates the power of transcriptional profiling to uncover novel PPARα-regulated genes and pathways in liver.

## 1. INTRODUCTION

The peroxisome-proliferator-activated receptors (PPARs) play a pivotal role in the regulation of nutrient metabolism. PPARs are ligand-activated transcription factors that belong to the superfamily of nuclear hormone receptors [1–3]. They share a common mode of action that involves formation of heterodimers with the nuclear receptor RXR, followed by binding to specific DNA-response elements in the promoter of target genes. The genomic sequence recognized by PPARs, referred to as PPAR response element or PPRE, consists of a direct repeat of the consensus hexameric motif AGGTCA interspaced by a single nucleotide. Binding of ligands to PPARs leads to recruitment of coactivators and causes chromatin remodeling, resulting in initiation of DNA transcription and upregulation of specific PPAR target genes [4, 5]. Ligands for PPARs include both endogenous compounds, such as fatty acids and their eicosanoid derivatives, and synthetic agonists. Three different PPAR subtypes have been identified: PPARα, PPARβ/δ, and PPARγ. The latter isotype, which is most highly expressed in adipose tissue, is known to play an important role in adipocyte differentiation and lipid storage [6–8]. It is a target for an important class of antidiabetic drugs, the insulin-sensitizing thiazolidinediones. Expression of PPARβ/δ is ubiquitous and has been connected to wound healing, cholesterol metabolism, and fatty acid oxidation in adipose tissue and muscle [9–12]. Finally, PPARα is highly expressed in liver where it stimulates fatty acid uptake and activation, mitochondrial β-oxidation, peroxisomal fatty acid oxidation, ketogenesis, and fatty acid elongation and desaturation. In addition, it has a major role in glucose metabolism [13] and the hepatic acute phase response [14, 15]. Importantly, PPARα is the molecular target for the hypolipidemic fibrate class of drugs that lower plasma triglycerides and elevate plasma HDL (high-density lipoprotein) levels.

In recent years, microarray technology has emerged as a powerful technique to study global gene expression. In theory, microarray analysis is a terrific tool to map PPARα-dependent genes and further characterizes PPARα function. In practice, microarray yields a huge amount of data, the analysis and interpretation of which can be very difficult. Numerous studies have examined the effect of synthetic PPARα agonists on global gene expression using microarrays. While these studies uncovered many possible PPARα target genes, the manner in which the data were presented often rendered interpretation difficult. Part of the complexity is due to the size of the PPARα-dependent transcriptome in liver, which easily exceeds one thousand genes.

The aim of the present study was twofold: (1) to generate a comprehensive overview of PPARα-regulated genes relevant to hepatic lipid metabolism and (2) to identify possible novel target genes and target pathways of PPARα connected with lipid metabolism. To that end, we (1) combined microarray data from several independent animal experiments involving PPARα-null mice (in these experiments, mice were either given Wy14643 or fasted for 24 hours), (2) focused on up-regulation of genes by PPARα in conformity with the general paradigm of transcriptional regulation by nuclear hormone receptors, and (3) reduced complexity by progressively moving from the complete PPARα-dependent transcriptome towards genes relevant to lipid metabolism, and finally to the identification of possible PPARα target genes involved in lipid metabolism.

## 2. METHODS AND MATERIALS

### 2.1. Materials

Wy14643 was obtained from ChemSyn Laboratories (Lenexa, KS). Recombinant human insulin (Actrapid) was from Novo Nordisk (Copenhagen, Denmark). SYBR Green was from Eurogentec (Seraing, Belgium). DMEM, fetal calf serum, calf serum, and penicillin/streptomycin/fungizone were from Lonza Bioscience (Verviers, Belgium). Otherwise, chemicals were from Sigma (Zwijndrecht, The Netherlands).

### 2.2. Animals

Male pure-bred Sv129 and PPARα-null mice on a Sv129 background were used at 3–5 months of age (Jackson Laboratories, Bar Harbor, ME). Animals were fed normal laboratory chow (RMH-B diet, Arie Blok animal feed, Woerden, the Netherlands). Study 1: fed mice were killed at the end of the dark cycle. Fasting was started at the onset of the light cycle for 24 hours (n=5 per group). Studies 2 and 4: wild-type and PPARα-null mice were fed with Wy14643 for 5 days by mixing it in their food (0.1%, n=5 per group). Studies 2 and 4 were carried out independently and 2 years apart. Study 3: wild-type and PPARα-null mice fasted for 4 hours received a single dose of Wy14643 (400 μL of 10 mg/mL Wy14643 dissolved in 0.5% carboxymethylcellulose) and were killed 6 hours later (n=5 per group). Study 5: wild-type and PPARα-null mice at 2-3 months of age were given a high-fat diet (D12451, Research Diets, New Brunswick, NJ) for 20 weeks (composition available at http://www.researchdiets.com/pdf/Data%20Sheets/DIO%20Series.pdf). During the last week, half of the mice were given Wy14643 for 7 days by mixing it in their food (0.1%, n=5 per group). Livers were dissected and immediately frozen in liquid nitrogen.

All animal experiments were approved by the animal experimentation committee of Wageningen University and were carried out in conformity with the public health service (PHS) policy on humane care and use of laboratory animals.

### 2.3. Primary hepatocytes

Rat (Wistar) and mouse (sv129) hepatocytes were isolated by two-step collagenase perfusion as described previously [16]. Cells were plated on collagen-coated six-well plates. Viability was determined by Trypan Blue exclusion, and was at least 75%. Hepatocytes were suspended in William's E medium (Lonza Bioscience, Verviers, Belgium) supplemented with 10% (v/v) foetal calf serum, 20 m-units/mL insulin, 50 nM dexamethasone, 100 U/mL penicillin, 100 μg/mL of streptomycin, 0.25 μg/mL fungizone, and 50 μg/mL gentamycin. The next day, cells were incubated in fresh medium in the presence or absence of Wy14643 (10 μM) dissolved in DMSO for 24 hours, followed by RNA isolation.

Human hepatocytes and Hepatocyte Culture Medium Bulletkit were purchased from Lonza Bioscience (Verviers, Belgium). Human hepatocytes were isolated from a single donor. Cells were plated on collagen-coated six-well plates. Upon arrival of the cells, the medium was discarded and was replaced by Hepatocyte Culture Medium. The next day, cells were incubated in fresh medium in the presence or absence of Wy14643 (50 μM) dissolved in DMSO for 12 hours, followed by RNA isolation.

### 2.4. Affymetrix microarray

Total RNA was prepared from mouse livers and primary hepatocytes using TRIzol reagent (Invitrogen, Breda, The Netherlands). RNA was either pooled per group or treatment (studies 1 and 2, primary hepatocytes), or used individually (studies 3 and 4), and further purified using RNeasy micro columns (Qiagen, Venlo, the Netherlands). RNA integrity was checked on an Agilent 2100 bioanalyzer (Agilent Technologies, Amsterdam, the Netherlands) using 6000 Nano Chips according to the manufacturer's instructions. RNA was judged as suitable for array hybridization only if samples exhibited intact bands corresponding to the 18S and 28S ribosomal RNA subunits, and displayed no chromosomal peaks or RNA degradation products (RNA Integrity Number > 8.0). Ten micrograms of RNA were used for one cycle cRNA synthesis (Affymetrix, Santa Clara, CA). Hybridization, washing, and scanning of Affymetrix Genechip MOE430 (studies 1 and 2) or mouse genome 430 2.0 arrays (studies 3 and 4) was according to standard Affymetrix protocols.

Scans of the Affymetrix arrays were processed using packages from the Bioconductor project [17]. Expression levels of probe sets were calculated using GCRMA [18], followed by identification of differentially expressed probe sets using Limma [19]. Comparison was between fasted wild-type and fasted PPARα-null mice (study 1) or between Wy14643-treated wild-type and Wy14643-treated PPARα-null mice (studies 2–4). P-values were corrected for multiple testing using a false discovery rate method [20]. Probe sets that satisfied the criterion of FDR < 1% (q-value <0.01) and fold-change >1.5 were considered to be significantly regulated. Functional clustering of the array data was performed by a method based on overrepresentation of Gene Ontology (GO) terms [21].

For the primary hepatocytes, expression levels were calculated applying the multichip-modified gamma model for oligonucleotide signal (multi-mgMOS) [22] and a remapped chip description file [23].

All microarray datasets were deposited to gene expression omnibus (GEO). The GEO series accession numbers are as follows: study 1: GSE8290, study 2: GSE8291, study 3: GES 8292, study 4: GSE8295, primary hepatocytes: GSE8302.

### 2.5. RNA isolation and Q-PCR

Total RNA was extracted from tissues with TRIzol reagent (Invitrogen, Breda, the Netherlands). 1 μg of total RNA was reverse-transcribed with iScript (Bio-Rad, Veenendaal, the Netherlands). cDNA was PCR-amplified with Platinum Taq DNA polymerase (Invitrogen) on a Bio-Rad iCycler or MyIQ PCR machine. Primers were designed to generate a PCR amplification product of 100–200 bp and were taken from Primerbank (http://pga.mgh.harvard.edu/primerbank). Specificity of the amplification was verified by melt-curve analysis and evaluation of efficiency of PCR amplification. The sequence of primers used is available upon request. The mRNA expression of all genes reported was normalized to 36B4 or cyclophilin gene expression.

### 2.6. In silico screening of putative PPREs using a PPRE classifier

Genomic sequences for mouse genes spanning 20 kbp centered at the transcriptional start site (TSS) were extracted from the Ensembl database (NBCI36) and screened for DR1-type REs with predicted binding strength of at least 1%. The binding strength prediction was based on a PPRE classifier that uses a database of in vitro binding data for PPARs to assign predicted binding strength according to a classification scheme (Matilainen et al. submitted). The conservation of the putative PPREs between mouse, human, dog, and rat were evaluated using the Vertebrate Multiz Alignment and Conservation track available from UCSC genome browser (NCBI releases for human and mouse genomes, hg18 and mm8, February 2006).

### 2.7. Histological examination of liver

5 μ sections were cut from frozen liver pieces. For oil red O staining, sections were air dried for 30 minutes, followed by fixation in formal calcium (4% formaldehyde, 1% CaCl_2_). Oil red O stock solution was prepared by dissolving 0.5 g oil red O in 500 mL isopropanol. An oil red O working solution was prepared by mixing 30 mL oil red O stock with 20 mL dH_2_O. Sections were immersed on working solution for 10 minutes followed by extensive washes in H_2_O. Haematoxylin and eosin staining of frozen liver sections was carried out as described (http://www.ihcworld.com/histology.htm).

## 3. RESULTS

### 3.1. Global analysis of PPARα-dependent gene regulation

We analyzed the data from 4 independent microarray studies to obtain a comprehensive picture of PPARα-dependent upregulation of gene expression in mouse liver. In the first study, mRNA was compared between livers of 24-hour fasted wild-type and PPARα-null mice. 

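Ppara, the gene disrupted in PPARα-null mice, had an intensity of 847 in wild-type mice on the control diet and 1250.1 in wild-type mice fed Wy14643, against 326 and 428 in PPARα-null mice on the same diets. It was 2.60-fold lower in PPARα-null mice on the control diet and 2.92-fold lower on Wy14643, and signal remained in both PPARα-null pools. Whether the probe set lies in the deleted part of the gene is not stated in the sources used here, so the remaining signal does not decide on the genotype labels. The arrays hold liver RNA of male wild-type and PPARα-null mice that received chow with 0.1% Wy14643, a synthetic PPARα agonist, or the same chow without it, for 5 days. Each of the 4 groups is represented by 1 array hybridized to pooled RNA, so no replicate check exists, no p-value is given for this experiment, and the number of arrays limits the precision of every ratio below. Wild-type mice are labelled 129S1/SvImJ and PPARα-null mice 129S4/SvJae in the sample labels, where the paper gives Sv129. The free-text description of the wild-type Wy14643 array repeats that of the control array, and its title and treatment fields were followed. The RNA labelling is described differently in the design summary and in the methods, and the number of mice per pool differs between the results and the methods. The deposited values are intensities computed by the authors with GCRMA. An intensity above 13.7, the 90th percentile over 70 probe sets of 43 genes that liver is known not to express, was taken as above background, which held for 51.4% of 22626 probe sets in wild-type controls, 52.1% in wild-type mice on Wy14643, 51.2% in PPARα-null controls and 51.9% in PPARα-null mice on Wy14643.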

In the second study, mRNA was compared between liver of wild-type mice and PPARα-null mice fed the PPARα agonist Wy14643 for 5 days. In these two studies, RNA was pooled from 4-5 mice and hybridized to Affymetrix MOE430A GeneChip arrays. Since no biological replicates were analyzed, only a fold-change threshold criteria could be applied. Using a cutoff of 1.5-fold, expression of a total of 1847 probesets was lower in 24-hour fasted PPARα-null mice compared with 24-hour fasted wild-type mice (Figure 1(a)) (http://nutrigene.4t.com/microarray/ppar2007). Using the same cutoff, 2234 probesets were at least 1.5-fold lower in the livers of PPARα-null mice fed Wy14643 compared to wild-type mice fed Wy14643 (http://nutrigene.4t.com/microarray/ppar2007). 

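Among genes above background on both arrays, Vnn1, which encodes the pantetheinase vanin-1, was 192-fold higher in wild-type than in PPARα-null mice on Wy14643, the fatty acid binding protein gene Fabp3 158-fold, Pdk4, whose product inhibits pyruvate dehydrogenase, 102-fold, Retsat (retinol saturase) 62.0-fold and Rab30, a small GTPase, 53.2-fold. They were followed by the fatty acid omega-hydroxylase gene Cyp4a14 (46.6-fold), the carnitine transporter gene Slc22a5 (45.3-fold), the carnitine acetyltransferase gene Crat (43.1-fold), the DNA repair gene Rad51b (43.0-fold), the lipoprotein lipase gene Lpl (41.1-fold), the fatty acid elongase gene Elovl3 (29.7-fold) and Prkdc, a DNA-dependent protein kinase gene (28.8-fold). In the opposite direction, the nicotinamide methyltransferase gene Nnmt was 131-fold lower in wild-type than in PPARα-null mice on Wy14643, the cytochrome P450 genes Cyp2c54 and Cyp4f14 114-fold and 92.2-fold, the complement gene C9 62.4-fold, the anion transporter gene Slc22a26 and the sulfotransferase gene Sult1a1 51.1-fold each, the bile acid and anion transporter gene Slco1a4 49.2-fold, Rdh16f2 48.2-fold, the immediate early gene Egr1 41.3-fold, the acute phase gene Saa2 33.7-fold, Cyp3a16 25.4-fold and the complement protease gene C1s1 23.3-fold.

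In all, 2240 of 22626 probe sets were at least 1.5-fold lower and 2165 at least 1.5-fold higher in PPARα-null than in wild-type mice on Wy14643. Among the 2240, 2178 were above background on at least 1 of the 2 arrays, 1080 differed at least 2-fold and 134 at least 8-fold. Within wild-type mice, 1938 probe sets were higher and 1938 lower on Wy14643 than on the control diet, led, among genes above background on both arrays, by Fabp3 (143-fold), the omega-hydroxylase gene Cyp4a31 (143-fold), Pdk4 (115-fold), the keratin gene Krt23 (64.5-fold), the fatty acid binding protein gene Fabp4 (47.5-fold), Lpl (37.7-fold), Anxa2 (33.4-fold) and the cytochrome oxidase subunit gene Cox6b2 (29.5-fold) among the higher ones and by Cyp4f14 (125-fold), Cyp2c54 (76.3-fold), Slc22a26 (74.3-fold) and Sult1a1 (54.3-fold) among the lower ones. Of the 2240, 1567 (70.0%) were also at least 1.5-fold higher in wild-type mice on Wy14643 than in wild-type controls, where independence over all 22626 probe sets would give 192. Most calls lie above background, so 192 is too low and does not give the size of the excess. Simulated unchanged arrays gave 114 on average (at most 145). Unchanged arrays hold fewer calls than these comparisons, so 114 is not on the same base as 1567 and does not give the size of the excess. Since both comparisons use the same wild-type Wy14643 array, part of the excess may come from that array. Markers of Kupffer cells, the resident macrophages of liver, were lower on Wy14643 too: 8 of 9 measured markers were at least 1.5-fold lower in wild-type mice (median log2 ratio -1.59) and 9 of 9 in PPARα-null mice (median -0.98). In wild-type mice, 4 of 10 hepatocyte markers (median -0.56) and 4 of 7 stellate cell markers (median -0.63) were lower as well, with 0 higher. In PPARα-null mice, 0 of these were lower and 3 stellate cell markers were higher. Adding 32 to every intensity before the ratio, which damps dim probe sets, lowers the counts to 1448 lower and 1326 higher in PPARα-null mice. In simulated arrays with the spread of the pair of PPARα-null arrays, 1001 of the probe sets left unchanged (4.46% of them) passed 1.5-fold. That number holds both directions, without 32 added. Part of the spread of this pair may be real change, such as that of the Kupffer cell markers. The 1001 is therefore not a count of false calls for the comparisons above.

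**Figure D1:**
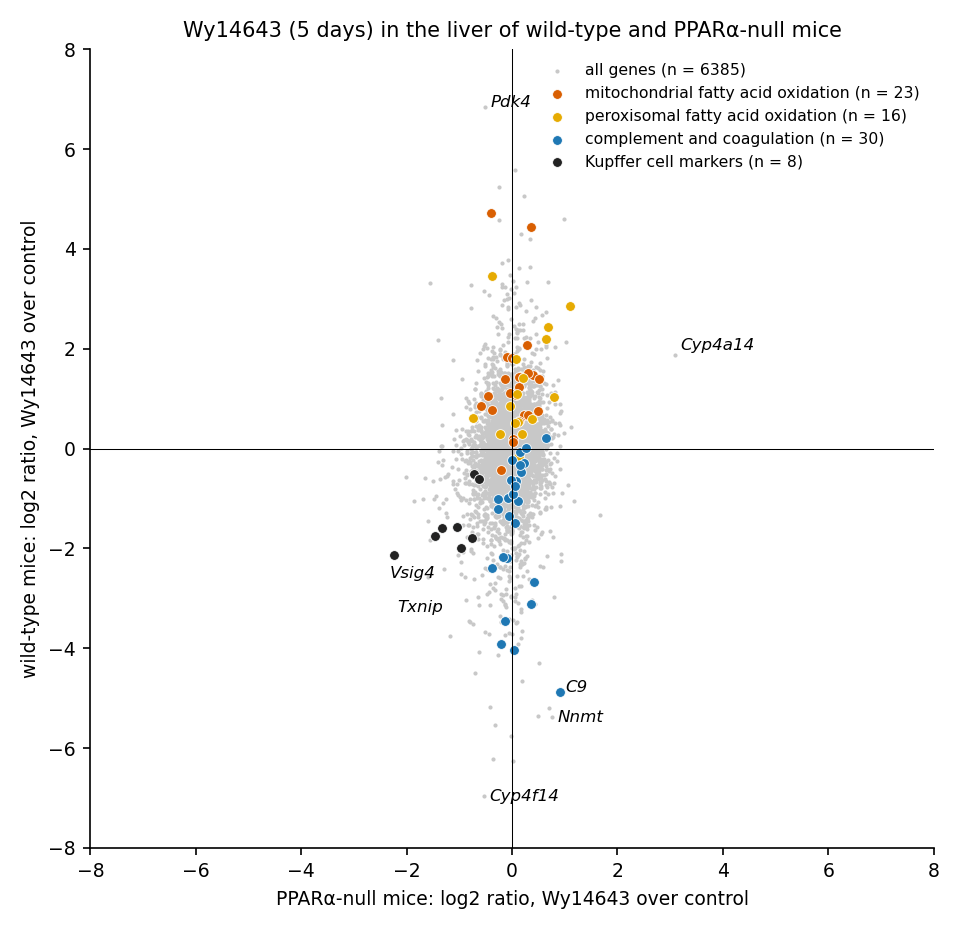
Log2 ratio of Wy14643 to control diet in PPARα-null (horizontal) and wild-type (vertical) mice for 6385 genes above background on all 4 arrays. The largest absolute log2 ratio was 3.09 in PPARα-null and 6.96 in wild-type mice.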

The number of probesets that overlapped between the two groups was 569. A large proportion of these genes, which are thus under control of PPARα under pharmacological and physiological conditions, may represent target genes of PPARα.

In the third study, mRNA was compared between livers of wild-type mice and PPARα-null mice treated with Wy14643 for 6 hours, while in the fourth study mRNA was compared between livers of wild-type mice and PPARα-null mice fed Wy14643 for 5 days. Study 4 was carried out independently of study 2 in a different set of mice. For these two studies, biological replicates (4-5 mice per group) were run using Affymetrix mouse genome 430 2.0 GeneChip array, enabling statistical analysis of the data which was not possible for studies 1 and 2. Applying a false discovery rate of 0.01 and a 1.5-fold cutoff, 1679 probesets were lower in the livers of PPARα-null mice compared to wild-type mice 6 hours after treatment with Wy14643, and 2207 probesets after 5 days of feeding Wy14643 (Figure 1(b)) (http://nutrigene.4t.com/microarray/ppar2007). While the majority of genes regulated by PPARα after 6 hours of Wy14643 treatment were also, and generally more significantly, regulated after 5 days of Wy14643 treatment (overlap of 1001 probesets), many genes were specifically or more significantly regulated after 6 hours, including the direct PPAR target G0S2 and the EL gene, respectively. The complete set of data from studies 2 and 4, which includes up- and downregulated genes, has been submitted to the Peroxisome Proliferators compendium assembled by Dr. J.C. Corton (US EPA, Research Triangle Park, USA). They will be analyzed in conjunction with numerous other microarray experiments involving peroxisome proliferators to obtain the “peroxisome proliferator transcriptome.” In addition, the datasets have been submitted to GEO.

### 3.2. Pathway analysis of PPARα-dependent gene regulation

Functional clustering analysis of the microarray data by Gene Ontology classification indicated that numerous Gene Ontology classes were overrepresented among the genes that were >1.5-fold upregulated in 24-hour fasted wild-type compared to 24-hour fasted PPARα-null mice. The same was true for the comparison between wild-type and PPARα-null mice treated with Wy14643 for 5 days. 

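Genes that burn fatty acids stood higher as groups in wild-type than in PPARα-null liver on Wy14643. Of 24 measured genes of mitochondrial fatty acid oxidation, 20 were at least 1.5-fold higher in wild-type mice and 0 lower (median log2 ratio 1.95), and of 17 genes of the peroxisomal pathway 12 were higher and 0 lower (median 2.08). In acyl-CoA metabolism, which holds the thioesterases and acyl-CoA synthetases, 15 of 22 genes were higher and 1 lower (median 1.17; 13 higher and median 1.04 with genes below background on 1 array taken at their smallest ratio), among them the thioesterase genes Acot4 (26.3-fold), Acot3 (11.5-fold) and Acot1 (10.4-fold), with the medium-chain synthetase gene Acsm1 2.06-fold lower. Among 13 genes of peroxisome biogenesis, 8 were higher and 2 lower in wild-type mice: Pxmp4 by 15.4-fold, Pex11a, which takes part in peroxisome division, by 14.0-fold and Pex19, which imports membrane proteins, by 6.23-fold, whereas Pex2 and Pxmp2 were 1.67-fold and 1.63-fold lower. Leukotriene metabolism had only 5 of 13 named genes above background; Cyp4f15 (2.06-fold) and Mgst3 (1.94-fold) were higher, Cyp4f14 and Ptgr1 (log2 ratio -0.90) lower, and Lta4h lay between. The median of the mitochondrial, peroxisomal and acyl-CoA lists exceeded that of every one of 10000 random lists matched on expression; the peroxisome biogenesis median lay at percentile 99.99 and the leukotriene median at 89.1, which describes these arrays and not a test over mice. In PPARα-null mice, 0 of 23 measured mitochondrial genes were higher on Wy14643 than on the control diet and 1 was lower, and 4 of 17 peroxisomal genes were higher and 2 lower; the difference between the genotypes was not tested. The lists follow textbook pathways and differ from the Gene Ontology classes of the paper.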

Among the overrepresented Gene Ontology classes, we found many classes that are known to be governed by PPARα, including fatty acid beta-oxidation, acyl-CoA metabolism, leukotriene metabolism, and peroxisome organization and biogenesis (http://nutrigene.4t.com/microarray/ppar2007). Interestingly, we also noticed that numerous Gene Ontology classes were specifically upregulated by PPARα under fasting conditions or by Wy14643 feeding. 

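Between the genotypes on Wy14643, pyruvate genes went both ways. Besides Pdk4, the malic enzyme gene Me1 and the pyruvate dehydrogenase complex genes Dlat (1.93-fold) and Dld (1.57-fold) were higher in wild-type than in PPARα-null mice, while the pyruvate kinase gene Pklr was 7.76-fold, the alanine aminotransferase gene Gpt2 4.01-fold and the phosphoenolpyruvate carboxykinase gene Pck1 2.97-fold lower. Of 20 measured genes of pyruvate metabolism, 4 were at least 1.5-fold higher, 5 lower and 11 between, and the median lay at percentile 58.7 of the matched random lists. Against the control diet, 2 of 20 were higher and 4 lower on Wy14643 in wild-type mice. Dlat stood at a log2 ratio of -0.20 there and was already 1.63-fold higher in wild-type than in PPARα-null mice on the control diet. Genes that target proteins to the endoplasmic reticulum membrane were likewise split: Sec61a2, a subunit of the translocation channel (log2 ratio 0.93), and the signal recognition genes Srprb (0.88) and Srp19 (0.70) were higher, the signal peptidase genes Spcs3 (-1.26) and Spcs2 (-1.08) and the channel-associated Tram1 (-0.86) were lower, and 15 of 21 lay between (median 0.05, percentile 68.5). Fasted mice were not analysed here, and both lists were drawn from textbook pathways, which differ from Gene Ontology classes.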

The data suggest, for example, that pyruvate metabolism and posttranslational protein targeting to membrane are specifically regulated in a PPARα-dependent manner by Wy14643 but not by fasting. Indeed, it is clear that some genes (e.g., Acot2 and Cd36) are PPARα-dependently regulated by Wy14643 and much less so by fasting, whereas others (e.g., Gpam, Hmgcs2) are PPARα dependently regulated by fasting and much less so by Wy14643. However, it is important to emphasize that the ErmineJ Gene Ontology classification, as any functional clustering analysis, needs to be interpreted carefully.

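Acot2, a mitochondrial acyl-CoA thioesterase gene, had an intensity of 229.9 in wild-type mice on Wy14643 and lay below background on the other 3 arrays, so it was at least 16.8-fold higher than in PPARα-null mice on the same diet. The fatty acid transporter gene Cd36 was 18.4-fold higher in wild-type than in PPARα-null mice on Wy14643 by its brightest probe set; another probe set gave 23.2-fold, and the dimmest gave at least 24.0-fold. Relative to the control diet, Cd36 was 7.00-fold higher on Wy14643 in wild-type mice and 1.73-fold lower in PPARα-null mice by the brightest probe set; the others gave 13.0-fold and 18.7-fold higher in wild-type mice, and in PPARα-null mice 1.16-fold and at least 1.14-fold lower. Gpam, which encodes the glycerol-3-phosphate acyltransferase of mitochondria, was 1.85-fold higher in wild-type than in PPARα-null mice on Wy14643 by its brighter probe set and 7.57-fold by the dimmer one, and 1.61-fold and 4.52-fold higher on Wy14643 than on the control diet in wild-type mice. Fasted mice were not analysed here.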

The Gene Ontology classification analysis of the comparison wild-type versus PPARα-null mice treated with Wy14643 for 6 hours (study 3) was almost identical to the analysis for mice treated with Wy14643 for 5 days (study 4), suggesting that most of the gene expression changes elicited by Wy14643 treatment are fast transcriptional responses in correspondence with direct regulation of gene expression by PPARα. One notable exception was the class representing the acute phase response, which was regulated by 5-day but not 6-hour treatment with Wy14643.

### 3.3. Comprehensive list of PPARα-targets involved in lipid metabolism

Using these lists of genes that are upregulated by PPARα in mouse liver, we were able to create a comprehensive picture of PPARα-regulated genes connected with lipid metabolism. 

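Figure 2 prints 70 gene names in bold, among them Cpt2, Slc25a20, Acadl and Ehhadh of fatty acid oxidation, and 59 in normal font. Of the bold names, 64 could be measured on the Wy14643 arrays: 61 were at least 1.5-fold higher in wild-type than in PPARα-null mice, 0 were lower and 3 lay between, namely Hadh, a dehydrogenase of β-oxidation (log2 ratio 0.47), Fabp1, the main fatty acid binding protein gene of liver (0.56), and the bile acid receptor gene Nr1h4 (-0.07). Of the names in normal font, 49 could be measured; 33 were higher (28 with genes below background on 1 array taken at their smallest ratio), 11 lay between and 5 were lower in wild-type mice: the bile salt export pump gene Abcb11, Txnip, Ces1g (printed as Ces1), the cholesterol transporter gene Npc1 (-0.68) and the acyl-CoA dehydrogenase gene Acad8 (-0.62). Txnip was lower by its brighter probe set only, with the dimmer one at a log2 ratio of 0.36. The names were read from the picture. The paper chose them in part on these same arrays, so the tally is a description and not independent evidence of direction.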

Genes in bold are PPARα dependently regulated by Wy14643 and during fasting, representing a conservative list of PPARα targets (Figure 2). Genes in normal font are PPARα dependently regulated in any of the four studies included. 

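Along the mitochondrial route of fatty acid oxidation, genes for successive steps were higher in wild-type than in PPARα-null mice on Wy14643. Among the genes for entry, Cpt2 was 11.7-fold and the carnitine-acylcarnitine carrier gene Slc25a20 16.7-fold higher, and Cpt1a, which catalyses the rate-limiting step, 1.72-fold. Acyl-CoA dehydrogenase genes followed at 4.78-fold (Acadvl), 4.76-fold (Acadl), 3.64-fold (Acads) and 2.09-fold (Acadm), the trifunctional protein genes Hadha and Hadhb at 4.11-fold and 2.55-fold, the thiolase gene Acaa2 at 1.92-fold, and the auxiliary enzyme genes Eci1, Eci2 and Decr1, needed for unsaturated fatty acids, at 12.4-fold, 11.6-fold and 5.91-fold. Hadh, Echs1 (log2 ratio 0.18), Etfa (0.18) and Acad9 (-0.11) stayed under 1.5-fold. In the peroxisomal route, Decr2 (log2 ratio 4.28), Ech1 (3.53), Acaa1a (2.43), Ehhadh (2.35), Hsd17b4 (2.08) and the transporter gene Abcd3 (1.58) were higher, while Phyh, which acts on branched fatty acids, stood at -0.38. Microsomal omega-oxidation had 5 of 6 genes higher and 1 lower, with Cyp4a31 at least 262-fold and Cyp4a12a at least 249.7-fold higher and the aldehyde dehydrogenase gene Aldh3a2 6.72-fold, against Cyp4f14 in the opposite direction. In ketone body synthesis 2 genes could be measured, Acat1 (1.97-fold higher) and Bdh1 (1.08-fold). On the control diet as well, 11 of 23 mitochondrial and 11 of 17 peroxisomal genes were at least 1.5-fold higher in wild-type mice and 0 lower (median log2 ratios 0.50 and 0.72).

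**Figure D2:**
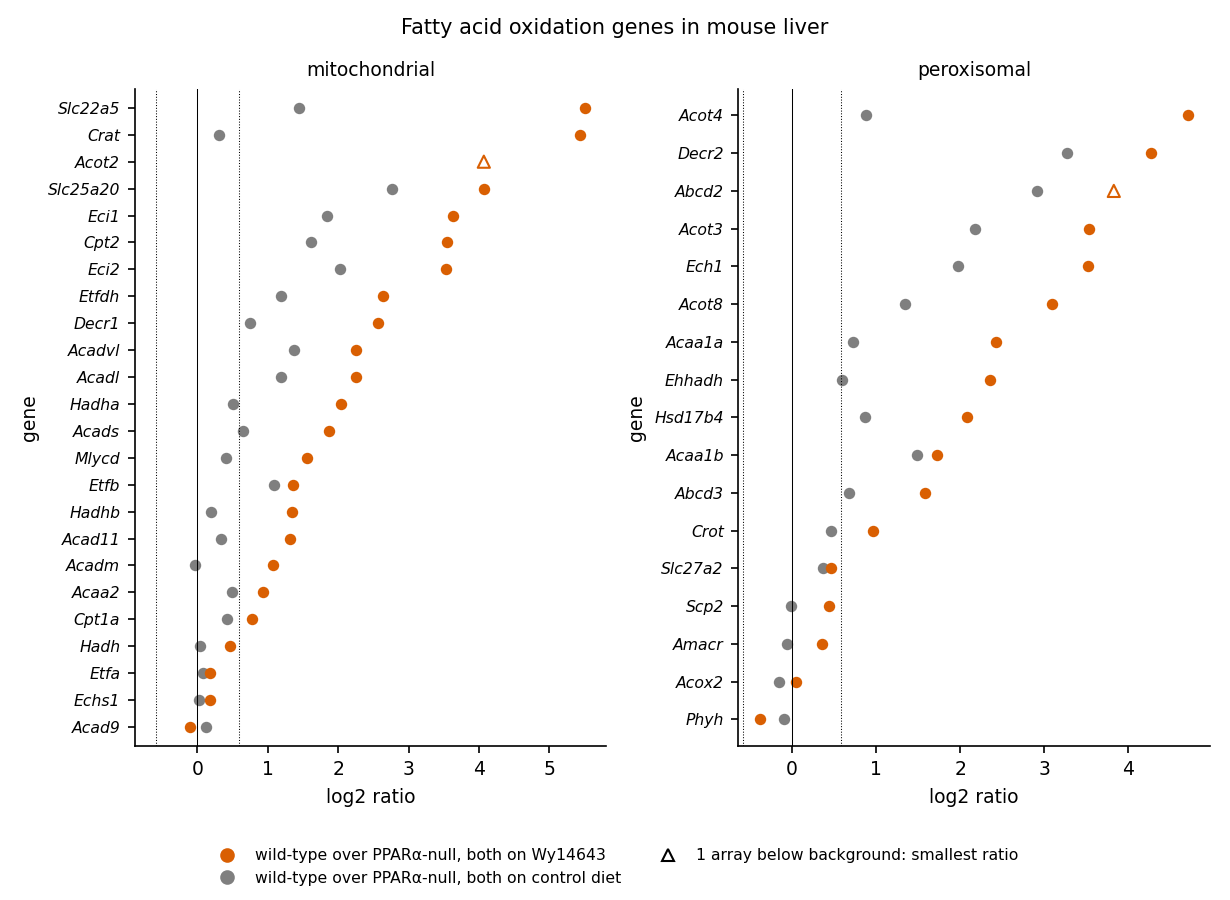
Log2 ratio of wild-type to PPARα-null mice for genes of fatty acid oxidation on Wy14643 (orange) and on the control diet (grey); triangles mark the smallest ratio where 1 array was below background. On Wy14643, Slc22a5 and Crat stood highest in the mitochondrial route at 5.50 and 5.43.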

From this picture, it is evident that rather than merely regulating the rate limiting enzyme in fatty acid oxidation, PPARα appears to regulate virtually every single step in the peroxisomal and mitochondrial fatty acid oxidation pathway. Furthermore, many genes involved in fatty acid binding and activation, lipid transport, and glycerol metabolism were controlled by PPARα. 

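Among genes of fatty acid binding and activation, 9 of 16 measured were at least 1.5-fold higher in wild-type than in PPARα-null mice on Wy14643 and 2 lower (median log2 ratio 1.33). Fabp4, a binding protein gene typical of adipocytes, was higher by a log2 ratio of 4.84, the fatty acid transport protein gene Slc27a4 by 3.32 and Fabp5 by 2.19, while Slc27a5, which activates bile acids and fatty acids, was lower (-1.15), as was Acsm1. Against the control diet, 7 of 17 genes of this list were higher and 3 lower on Wy14643 in wild-type mice (median 0.34). Fabp5 stood at 0.05 there and at -1.34 in PPARα-null mice. Lipid transport genes divided into 10 higher, 6 lower and 11 between, with a median at percentile 52.7 of matched random lists: the phospholipid transfer protein gene Pltp was 17.7-fold higher in wild-type mice, and the apolipoprotein gene Apoa4 and Abcb11, which exports bile salts, were lower by log2 ratios of -4.06 and -1.87. In glycerol metabolism, the glycerol-3-phosphate dehydrogenase genes Gpd2 (7.23-fold) and Gpd1 (4.56-fold) and the aquaporin gene Aqp3 (4.22-fold) were higher, and Aqp9, through which hepatocytes take up glycerol, stood at 1.04-fold. From the genes gathered in Figure 2 over its 4 studies, the paper proposes that PPARα acts on nearly the whole oxidation route and not on its slowest step alone. It also states that many of the binding, transport and glycerol genes are under control of PPARα.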

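Genes for making fatty acids and triglycerides were, on the whole, higher in wild-type than in PPARα-null liver on Wy14643: 18 of 27 measured lipogenic genes were at least 1.5-fold higher and 3 lower (median log2 ratio 0.92), or 17 higher with Scd2, which is below background in PPARα-null mice, taken at its smallest ratio. Mogat1, a monoacylglycerol acyltransferase gene, was at least 12.6-fold higher, the glycerol-3-phosphate acyltransferase gene Gpat4 5.22-fold, the acetyl-CoA carboxylase gene Acacb 4.68-fold, the mitochondrial dicarboxylate carrier gene Slc25a10 4.64-fold and Dgat1, which completes triglyceride synthesis, 2.86-fold. Lpin1, a phosphatidate phosphatase gene, was lower in wild-type mice (log2 ratio -3.18), as were Thrsp, a lipogenic regulator gene (-2.61), and the ATP citrate lyase gene Acly (-0.91). Against the control diet, 15 of 27 were higher (14 at the smallest ratio) and 4 lower on Wy14643 in wild-type mice (median 0.69), and 1 of 24 was higher and 4 lower in PPARα-null mice (median 0.02); the difference between the genotypes was not tested. The fatty acid synthase gene Fasn, 2.68-fold higher in wild-type than in PPARα-null mice on Wy14643, stood at a log2 ratio of 0.15 on Wy14643 against the control diet in wild-type mice and -0.85 in PPARα-null mice. Without the agonist, 6 of 24 lipogenic genes were higher in wild-type mice and 0 lower.

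**Figure D3:**
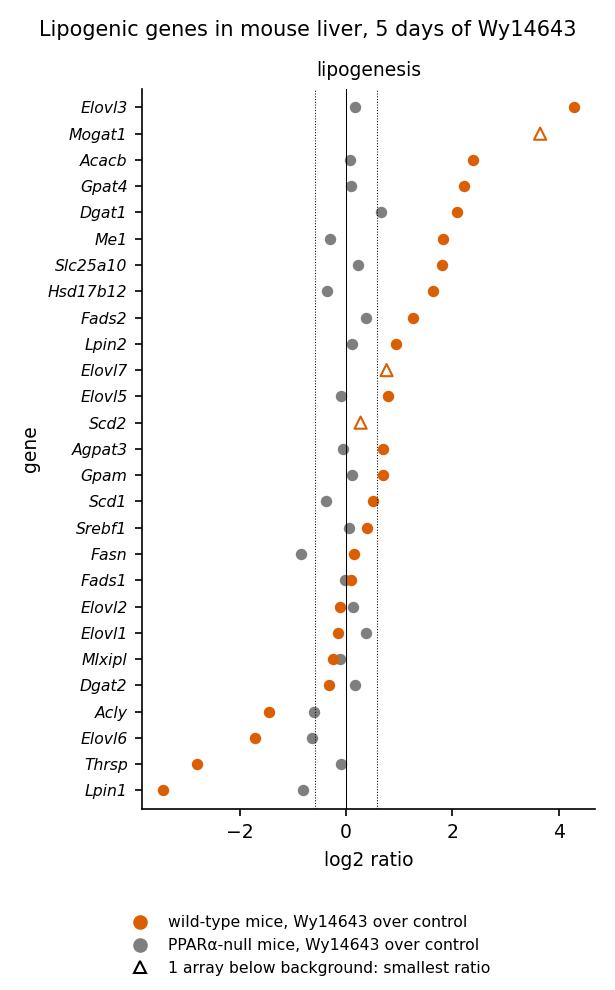
Log2 ratio of Wy14643 to control diet for lipogenic genes in wild-type and PPARα-null mice. In wild-type mice, Acacb stood at 2.39 and Gpat4 at 2.22; in PPARα-null mice, at 0.07 and 0.09.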

What is remarkable is that PPARα also governs the expression of numerous genes involved in the synthesis of fats, which runs counter to the idea that PPARα mainly regulates fat catabolism. Several genes belonging to the lipogenic pathway have previously been recognized as PPARα targets, including Mod1 and Scd1, yet the extent of regulation by PPARα is unexpected [24]. 

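Me1 (printed as Mod1), the malic enzyme gene that supplies NADPH for fatty acid synthesis, was 6.70-fold higher in wild-type than in PPARα-null mice on Wy14643 by its brightest probe set and 11.0-fold by the other, and 3.55-fold and 4.54-fold higher on Wy14643 than on the control diet in wild-type mice. Scd1, the desaturase gene that introduces the first double bond into stearate, had intensities of 7578 and 10819 in wild-type mice without and with Wy14643 and 4479 and 3439 in PPARα-null mice. It was thus 3.15-fold higher in wild-type than in PPARα-null mice on Wy14643, and already 1.69-fold higher on the control diet; the dimmer probe set gave 23.9-fold and 3.45-fold.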

Regulation of lipogenesis by PPARα was mainly observed after Wy14643 treatment, and to a much lesser extent after fasting.

### 3.4. Novel putative targets of PPARα involved in lipid metabolism

In addition to providing an overview of PPARα-dependent gene regulation, we were interested in identifying novel PPARα-regulated genes that are implicated in lipid metabolism. To that end, we went through the array data from studies 1 and 2 on the one hand, and studies 3 and 4 on the other hand, and selected a number of genes to generate a heat map showing their PPARα-dependent upregulation by fasting and/or Wy14643 (Figure 3). To our knowledge, none of the genes shown, all of which are involved in hepatic lipid metabolism, has yet been reported to be regulated by PPARα. This includes phosphatidylcholine transfer protein (lipoprotein metabolism), glycerol-3-phosphate acyltransferase (triglyceride synthesis), very low-density lipoprotein receptor, choline phosphotransferase (phosphatidylcholine synthesis), and leptin receptor. 

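Vldlr, which encodes the very low-density lipoprotein receptor, was 2.93-fold higher in wild-type than in PPARα-null mice on Wy14643 and 2.89-fold higher on Wy14643 than on the control diet in wild-type mice; its other probe sets gave 3.38-fold, 2.34-fold and 1.43-fold against PPARα-null mice. For the choline phosphotransferase gene Chpt1 the values were 2.91-fold and 3.14-fold by the brightest of 4 probe sets, and the other three gave 8.16-fold, 2.84-fold and 2.77-fold against PPARα-null mice. The leptin receptor gene Lepr lay near background, with intensities of 24.2 in wild-type and 15.6 in PPARα-null mice on Wy14643 (1.54-fold), and its other probe sets were below background. Among further genes of Figure 3(a), the adiponectin receptor gene Adipor2 was 1.92-fold, the phosphatidate phosphatase gene Lpin2 1.77-fold (2.03-fold and 4.60-fold by further probe sets) and the pantothenate kinase gene Pank1 1.56-fold (1.59-fold by another) higher in wild-type mice. Of the sterol transporter genes, whose symbols and descriptions appear exchanged in Figure 3(a), the probe set named Abcg8 was 1.84-fold higher and that named Abcg5 1.05-fold lower.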

Since all of these genes, except Abcg5, Abcg8, and Lipe, were upregulated 6 hours after Wy14643 treatment, they possibly represent novel direct target genes of PPARα in liver, although PPREs have yet to be identified in their respective gene promoters.

Eight genes (shown in bold, Figure 3) were selected for more detailed investigation of PPARα-dependent gene regulation. Three of these genes are expected to be involved in the breakdown of hepatic triglycerides towards fatty acids: adipose triglyceride lipase (Pnpla2), hormone sensitive lipase (Lipe), and monoglyceride lipase (Mgll). 

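Pnpla2, which starts the breakdown of triglycerides, had an intensity of 1122 in wild-type mice on Wy14643, 7.83-fold above wild-type controls and 7.07-fold above PPARα-null mice on Wy14643. Mgll, which splits the last fatty acid from glycerol, was 6.19-fold higher in wild-type than in PPARα-null mice on Wy14643, with 7.09-fold and 12.8-fold by other probe sets, and higher on Wy14643 than on the control diet in wild-type mice by a log2 ratio of 2.04. Lipe lay at the limit of detection: 15.2 in wild-type mice on Wy14643 and below background on the other 3 arrays, which puts it at least 1.11-fold higher in wild-type than in PPARα-null mice on Wy14643.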

Recent studies suggest that this threesome of genes is responsible for adipose tissue lipolysis [25–27]. In addition, we selected endothelial lipase (EL, Lipg), a recently identified member of triglyceride lipase gene family that is a major determinant of plasma HDL cholesterol [28–30], and electron transferring flavoprotein dehydrogenase (Etfdh) and electron transferring flavoprotein β polypeptide (Etfb), which are components of the electron transport chain and accept electrons from at least nine mitochondrial matrix flavoprotein dehydrogenases [31, 32]. 

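Lipg was 4.78-fold higher in wild-type than in PPARα-null mice on Wy14643 and 2.23-fold higher on Wy14643 than on the control diet in wild-type mice. On the control diet it was at least 2.66-fold higher in wild-type than in PPARα-null mice, where its intensity of 13.67 lay just under background. A fainter probe set gave at least 3.73-fold between the genotypes on Wy14643. Markers of endothelial cells were measured beside it. Between the genotypes on Wy14643, 1 of 8 was at least 1.5-fold higher and 0 lower in wild-type mice (median log2 ratio 0.27, or 0.10 with genes below background on 1 array at their smallest ratio). On Wy14643 against the control diet, 1 of 9 was lower in wild-type mice (median -0.26) and 5 of 9 were lower in PPARα-null mice (median -0.66, or 4 and -0.37 at the smallest ratio). Clec4g, a lectin gene of liver sinusoidal endothelium, was 3.65-fold lower on Wy14643 in PPARα-null mice.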

Finally, we selected phosphatidylcholine transfer protein (Pctp), which is involved in lipoprotein metabolism, and thioredoxin interacting protein (Txnip), which was recently identified as a major regulator of the hepatic response to fasting, similar to PPARα. The selection of these genes was based entirely on perceived novelty and potential functional importance of the observed regulation. Using real-time quantitative PCR (Q-PCR), we confirmed that the expression of all 8 genes in liver was increased by Wy14643 feeding in a PPARα-dependent manner (Figure 4(a)). In addition, we measured regulation of expression of this set of genes by PPARα during the course of fasting (Figure 4(b)). Expression of all 8 genes went up during fasting which, except for Pnpla2, was PPARα-dependent. However, the pattern of expression was remarkably different between the various genes, suggesting for each gene a complex and unique interplay between several fasting-dependent transcription factors, including PPARα.

### 3.5. PPARα-dependent regulation in primary hepatocytes

To examine whether the PPARα-dependent regulation of the set of genes shown in Figure 3 was not an indirect consequence of metabolic perturbations elicited by the experimental challenge, we studied the effect of PPARα activation in primary mouse, rat, and human hepatocytes. Gene expression was first analyzed by microarray (Figure 5(a)), followed by targeted analysis of the selected 8 genes by Q-PCR (Figure 5(b)). Expression levels were calculated by applying a multichip modified gamma model for oligonucleotide signal (multi-mgMOS) [22] and a remapped chip description file [23] to allow for parallel analysis of the same gene within different species. Expression of almost every gene studied was highly upregulated by Wy14643 in mouse and rat hepatocytes, compared to a more modest or no induction in human hepatocytes. For reasons that are not completely clear, in human hepatocytes, data from Q-PCR and microarray did not always perfectly align. Overall, the data indicate that the PPARα-dependent regulation observed in vivo can be reproduced in primary hepatocytes. Furthermore, the data suggest that expression of 6 genes is governed by PPARα in human as well.

### 3.6. In silico screening of putative PPREs

To evaluate whether the selected eight genes represent possible direct PPAR target genes, the (mouse) genes were analyzed for the presence of putative PPREs using an in silico screening method (Figure 6). Ten kbp up- and downstream of the TSS were examined. For each putative PPRE identified, the predicted PPAR subtype specific binding strength was determined. For each gene, at least one PPRE was identified that was conserved among rat, dog, and human. The Etfdh and Txnip genes were characterized by the presence of two very strong putative PPREs that were conserved in human. Up to six putative PPREs were identified in the Mgll gene, only one of which was conserved in human. A similar picture was found for Pnpla2. The putative PPREs located in the EL gene were weak and generally not conserved. Interestingly, a strong putative PPRE was identified in the Pctp gene, which however was not conserved in human. Conversely, the human Pctp gene contained several putative PPREs that were not conserved in mouse (data not shown).

### 3.7. PPARα activation prevents hepatic lipid storage after fasting

Our data extend the role of PPARα in hepatic lipid metabolism and suggest that PPARα may govern triglyceride hydrolysis. To find out whether activation of the triglyceride hydrolysis pathway by PPARα is associated with a decrease in hepatic triglyceride stores, we compared wild-type and PPARα-null mice fed an HFD for 20 weeks, followed by treatment for one week with Wy14643. Numerous studies, including ours [33], have shown that chronic HFD increases hepatic triglyceride stores. In wild-type mice fed the HFD, treatment with Wy14643 markedly decreased hepatic lipids (Figures 7(a) and 7(b)), as shown by smaller lipid droplets, which was paralleled by significant induction of expression of Pnpla2, Lipe, and Mgll (Figure 7(c)). These data suggest that induction of the triglyceride hydrolysis pathway may contribute to the overall reduction in liver triglycerides elicited by PPARα activation.

## 4. DISCUSSION

The aim of our study was twofold: (1) to generate a comprehensive overview of PPARα-regulated genes relevant to hepatic lipid metabolism, and (2) to identify possible novel target genes and target pathways of PPARα connected with lipid metabolism.

It can be argued that to identify possible novel PPARα targets, the proper comparison should have been between wild-type and wild-type treated with Wy14643, as opposed to wild-type treated with Wy14643 and PPARα-null treated with Wy14643, in order to avoid inclusion of genes that are differentially expressed between wild-type and PPARα-null mice under basal conditions (and could represent genes indirectly regulated by PPARα). 

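On the control diet, among genes above background on both arrays, Cyp4a14 was 108-fold higher in wild-type than in PPARα-null mice, Vnn1 88.6-fold, Retsat 16.9-fold, the peroxisomal reductase gene Decr2 9.62-fold, the peroxisomal transporter gene Abcd2 7.52-fold, Rad51b 7.05-fold, Slc25a20 6.79-fold and Rab30 6.61-fold. Higher in PPARα-null mice were the estrogen sulfotransferase gene Sult1e1 (21.9-fold), the chemokine gene Cxcl14 (12.7-fold), Serpina12 (6.69-fold), Sult5a1 (3.90-fold), the chemokine gene Cxcl1 (3.89-fold), Serpinb1a (3.68-fold), Cyp8b1, which directs bile acid synthesis towards cholic acid (3.65-fold), and the connexin gene Gja1 (2.93-fold). In all, 290 probe sets were at least 1.5-fold lower and 306 higher in PPARα-null than in wild-type mice on the control diet. Of the 290, 202 (69.7%) were also lower in PPARα-null mice on Wy14643, a pair of comparisons that shares no array, against 28.7 under independence. That expectation was taken over all 22626 probe sets. Of the 290, 277 were above background on at least 1 array, so 28.7 is too low and does not give the size of the excess. The 2240 probe sets lower in PPARα-null mice on Wy14643 divide into 1395 (62.3%) that were higher on Wy14643 than on the control diet in wild-type mice and not lower in PPARα-null mice on the control diet, 30 (1.34%) with the difference on the control diet alone, 172 (7.68%) with both and 643 (28.7%) with neither; of the last group 132 were at least 1.5-fold lower on Wy14643 than on the control diet in PPARα-null mice. In place of 290 and 306, centring the arrays gives 342 and 237, and adding 32 to each intensity 144 and 107. The genotypes are labelled as different 129 substrains, so genotype and substrain are not separable here.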

The rationale behind our decision was that we wanted to be open-minded about the PPARα-dependent transcriptome and not exclude genes that are solely regulated by PPARα under basal conditions. For example, opting for the comparison wild-type versus wild-type treated with Wy14643 would have led to the exclusion of Etfdh, which according to our data represents a prime candidate PPARα target gene in mouse and human. Furthermore, to enable comparison between the effects of fasting and Wy14643, it was essential to include the PPARα dependency, since the majority of genes regulated by fasting are regulated in a PPARα-independent manner.

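Etfdh, the dehydrogenase gene that passes electrons on to ubiquinone, had intensities of 1526 in wild-type controls, 2774 in wild-type mice on Wy14643, 669 in PPARα-null controls and 446 in PPARα-null mice on Wy14643. It was 6.23-fold higher in wild-type than in PPARα-null mice on Wy14643 and 2.28-fold higher on the control diet. Within wild-type mice it was 1.82-fold higher on Wy14643 than on the control diet, and within PPARα-null mice it was lower by a log2 ratio of -0.59.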

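Outside lipid metabolism, several groups of liver genes were lower in wild-type than in PPARα-null mice on Wy14643. Of 25 acute phase genes 16 were at least 1.5-fold lower and 0 higher (median log2 ratio -1.25), among them Saa1, at least 73.8-fold lower, Lcn2 (14.5-fold) and Orm2 (9.99-fold); of 30 complement and coagulation genes 23 were lower (median -1.01), with C8b 14.8-fold lower besides C9 and C1s1. Kupffer cell markers had 4 of 9 lower in the same comparison (median -0.58). Of the Kupffer cell markers, C1qa, C1qb and C1qc also belong to the complement list. Stellate cell markers had 7 of 7 lower (median -1.29) and markers of hepatocytes 4 of 10, with 0 higher (median -0.50). Neutrophil markers had 3 of 5 lower and 0 higher (median -1.28). With genes below background on 1 array at their smallest ratio, 2 neutrophil markers were lower (median -0.37). Genes of the urea cycle and amino acid breakdown had 18 of 27 lower and 1, Got2, higher (median -0.93; Prodh, a proline oxidase gene, 17.9-fold, Hal 15.4-fold and Got1 12.0-fold lower), gluconeogenesis and glycogen genes 8 of 12 lower (median -1.15; the glucose-6-phosphate transporter gene Slc37a4 12.5-fold) and bile acid genes 11 of 18 lower (median -1.20), led by the transporter gene Slco1a1 (log2 ratio -4.29), Cyp7a1, the rate-limiting enzyme gene of bile acid synthesis (-4.02), and Akr1d1 (-3.09). Cell cycle genes went the other way, with 12 of 21 higher and 0 lower (median 0.64, or 9 higher and 0.56 with genes below background on 1 array at their smallest ratio; the replication helicase genes Mcm7 and Mcm3 at 1.97 and 1.08 and the cell cycle inhibitor gene Cdkn1a at 1.73). Genes known as PPAR targets in adipocytes had 7 of 8 higher (5 at the smallest ratio) and 1, Pck1, lower (median 3.30, or 2.72), and of 18 genes of cytosolic ribosomal proteins 1 was higher, Rplp0 (log2 ratio 0.62; list median 0.31). With 32 added to each intensity, 5 of the cell cycle genes are still counted as higher.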

Gene Ontology classification analysis showed that numerous pathways and biological processes beyond lipid metabolism were regulated by PPARα. We observed that the expression of almost 1700 probesets was significantly increased 6 hours after a single oral dose of Wy14643. Although not all genes regulated may represent direct PPARα targets, and even though the functional consequences of the observed regulation still needs to be demonstrated, these data at least suggest a major role for PPARα in hepatic gene expression and overall liver homeostasis.

 In agreement with the first aim, we created a comprehensive overview of hepatic PPARα-regulated genes connected to lipid metabolism (Figure 2). A functional PPRE has been found in the promoter of several of these genes, classifying them as direct PPARα target genes, and many more genes have been shown to be upregulated by PPARα without a functional PPRE having been identified [24]. It can be presumed that the far majority of genes presented in Figure 2 (as well as the other genes that were shown to be regulated by PPARα) are actually direct target genes of PPARα, but it is beyond the scope and capacity of the present study to address this issue in more detail. Our hope is that by combination of expression arrays with global analysis of promoter occupancy by PPARα using chromatin immunoprecipitation and tiling or promoter arrays (so-called ChIP-on Chip analysis), the complete picture of direct PPARα target genes will be available in the future.

The second aim of our study was to identify possible novel target genes of PPARα representing specific steps in lipid metabolism unknown to be governed by PPARα. As part of this effort, we identified several genes for which a link with PPARα has not yet been reported, including VLDL receptor, leptin receptor, and choline phosphotransferase. We focused our energy on 8 genes for which regulation by PPARα was deemed most novel and functionally interesting. All 8 genes, except for Lipe, were significantly upregulated 6 hours after treatment with Wy14643.

Using an in silico method to screen for PPREs, for each gene several putative PPREs could be located within 10 kbp of the transcriptional start site. Within this region, at least one PPRE was identified that was conserved among rat, dog, and human. The presence of multiple strong putative PPREs within the mouse Mgll gene is in correspondence with the marked regulation of Mgll expression in mouse liver and isolated hepatocytes. To a lesser extent, this is also true for the Pnpla2 and Pctp genes. Furthermore, the predicted presence of 2 strong, well-conserved putative PPREs in the Etfdh and Txnip genes is in agreement with the highest fold-induction of these genes by Wy14643 in primary human hepatocytes. Although in silico screening may not be able to substitute for analysis of direct promoter binding by ChIP, the predictive power of the method explored has been shown to be remarkably robust (Matilainen et al. submitted). Our results also substantiate the developing notion that PPAR-dependent gene regulation is generally mediated by multiple PPREs, rather than a single PPRE.

One remarkable outcome of the global analysis of gene regulation by PPARα is that PPARα appears to play a major role in governing lipogenesis. While several genes involved in lipogenesis were already known as PPARα targets, including Δ5 and Δ5 desaturase (Fads), stearoyl-CoA desaturase (Scd), microsomal triglyceride transfer protein (Mttp), and malic enzyme (Mod1) [24], the extent of regulation of lipogenesis is somewhat surprising, especially since PPARα is generally considered to stimulate fat catabolism rather than fat synthesis. It can be speculated that upregulation of fatty acid desaturation and elongation enzymes by PPARα might serve to stimulate production of PPARα ligands, and is part of a feed-forward action of PPARα that also includes autoregulation of gene expression.

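Fads2, the Δ6 desaturase gene, was 3.33-fold and 5.84-fold higher in wild-type than in PPARα-null mice on Wy14643 by its pair of probe sets, and 2.39-fold and 2.66-fold higher on Wy14643 than on the control diet in wild-type mice. The Δ5 desaturase gene Fads1 stood at 1.28-fold and 1.06-fold in the same comparisons, both under 1.5-fold. Mttp, needed to load triglycerides onto apolipoprotein B, was 1.76-fold higher in wild-type than in PPARα-null mice on Wy14643 by its brighter probe set and 4.32-fold by the dimmer one.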

Although the triglyceride hydrolysis pathway in liver still has to be fully elucidated, it may very well be similar to the pathway operating in adipose tissue [27]. Adipose tissue triglycerides are likely hydrolyzed in a three-step process catalyzed by adipose triglyceride lipase (Pnpla2), hormone sensitive lipase (Lipe), and monoglyceride lipase (Mgll) [25–27, 34]. Remarkably, deletion of the Pnpla2 gene in mice not only results in more adipose mass but also causes a marked increase in lipid storage in a variety of organs, including liver and heart, suggesting that the triglyceride hydrolysis pathway is conserved between various organs [27]. Disabling the PPARα gene is known to increase hepatic triglyceride accumulation, especially under conditions of fasting [33, 35, 36]. Conversely, treatment with PPARα agonists lowers hepatic triglyceride levels in various models of hepatic steatosis [37–40]. The antisteatotic effect of PPARα has generally been ascribed to stimulation of fatty acid oxidation, which, by decreasing intracellular fatty acid levels, will act as a drain on intracellular triglyceride stores. However, our data suggest that PPARα may directly govern the triglyceride hydrolysis pathway in liver via upregulation of lipases Pnpla2, Lipe, Mgll, and possibly Ces1 and Ces3 (Figure 2). 

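Of 22 measured lipase and lipid droplet genes, Pnpla2 and Mgll among them, 14 were at least 1.5-fold higher and 4 lower in wild-type than in PPARα-null mice on Wy14643 (median log2 ratio 1.84), or 13 higher with Plin4, which is below background in PPARα-null mice, at its smallest ratio. Plin5, a droplet coat protein gene, was at least 38.1-fold higher, Angptl4, whose product inhibits lipoprotein lipase, stood at a log2 ratio of 3.70, G0s2, an inhibitor of the Pnpla2 product, was 10.6-fold higher and the coat protein gene Plin2 5.09-fold. The carboxylesterase genes did not go one way. Ces1g (printed as Ces1) was lower in wild-type than in PPARα-null mice on Wy14643 (log2 ratio -1.03), Ces1d (printed as Ces3) was 1.52-fold higher by its brightest probe set, with 1.25-fold and 1.66-fold by the others, and Ces2a stood at -3.60; Plin3 (-1.42) and Cideb (-0.83) were lower as well. Without the agonist, 6 of 18 genes of this group were higher in wild-type than in PPARα-null mice and 0 lower.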

Although it is impossible to provide definite experimental proof that induction of the triglyceride hydrolysis pathway by PPARα, or induction of fatty acid oxidation for that matter, is necessary and sufficient for its hepatic triglyceride-lowering effect, it likely contributes to the overall reduction in liver triglycerides elicited by PPARα agonists.

Our data suggest that expression of EL is under control of PPARα. EL, synthesized in endothelial cells, plays an important role in governing plasma lipoprotein concentrations and is a major determinant of plasma HDL cholesterol and apoAI concentrations. Indeed, overexpression of EL in the liver results in a significant decrease in HDL cholesterol and apoAI [28–30]. EL has been shown to have some triglyceride lipase but mainly phospolipase activity [41]. Although in silico screening failed to detect a strong PPREs in this gene, in our study EL expression was highly increased by 6 hours Wy14643 treatment and by fasting in a PPARα-dependent manner, suggesting that EL may be a direct PPARα target gene. As EL expression was minimal in primary hepatocytes, EL transcripts likely originated from liver epithelial cells rather than liver parenchymal cells. Although further work is necessary, we suspect that EL may be a direct PPARα target in endothelial cells. Considering that, in contrast to EL, PPARα agonists raise plasma HDL, the functional importance of regulation of EL by PPARα needs to be further validated.

Another novel PPARα-regulated gene of relevance to lipoprotein metabolism is Pctp. Pctp is a steroidogenic acute regulatory-related transfer domain protein that binds phosphatidylcholines with high specificity. Studies with Pctp-null mice suggest that it may modulate HDL particle size and rates of hepatic clearance [42]. According to our data, expression of Pctp increases during fasting, which is abolished in PPARα-null mice. Wy14643 markedly upregulated Pctp mRNA in mouse liver as well as in mouse, rat, and human hepatocytes, suggesting it may represent a novel PPARα target gene.

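Pctp intensity was 1551 in wild-type controls, 6003 in wild-type mice on Wy14643, 1296 in PPARα-null controls and 1389 in PPARα-null mice on Wy14643. It was 3.87-fold higher on Wy14643 than on the control diet in wild-type mice and 1.07-fold in PPARα-null mice, and 4.32-fold higher in wild-type than in PPARα-null mice on Wy14643. A dimmer probe set gave 5.59-fold between the genotypes on Wy14643.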

Etfdh and Etfb are essential components of the oxidative phosphorylation pathway. They are responsible for the electron transfer from at least 9 mitochondrial flavin-containing dehydrogenases to the main respiratory chain [31, 32]. 

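Etfb, which encodes the β subunit of the electron transferring flavoprotein, was 2.57-fold higher in wild-type than in PPARα-null mice on Wy14643, 2.13-fold higher on the control diet and 1.69-fold higher on Wy14643 than on the control diet in wild-type mice; the gene of its partner subunit, Etfa, differed by under 1.5-fold in each comparison. Among genes of the respiratory chain itself, 11 of 35 measured were at least 1.5-fold higher in wild-type than in PPARα-null mice on Wy14643 and 0 lower, with a median log2 ratio of 0.48. Cycs, the cytochrome c gene, was 4.03-fold higher, the cytochrome oxidase subunit gene Cox8a 3.41-fold and the complex I subunit gene Ndufb3 3.32-fold. On the control diet 0 of 36 respiratory chain genes differed by 1.5-fold.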

According to our data, expression of Etfdh and Etfb is governed by PPARα, suggesting that besides the β-oxidation pathway, PPARα also regulates components of the respiratory chain involved in the transfer of electrons from fatty acids and other molecules.

The last gene that we studied in more detail was Txnip, which is also known as Hyplip1. A spontaneous mutation within the Txnip gene gives rise to a complex phenotype that resembles familial-combined hyperlipidemia, including hypercholesterolemia and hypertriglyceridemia [43]. Recent studies suggest that Txnip plays an important metabolic role in the fasting-feeding transition by altering the redox status of the cell, which results in stimulation of the tricarboxylic acid cycle at the expense of ketone body or fatty acid synthesis [44]. Indeed, Txnip-deficient mice show elevated plasma ketones, elevated free fatty acids, hypercholesterolemia, and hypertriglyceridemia, yet decreased glucose levels [43, 45]. The phenotype is very similar to that of PPARα-null mice with the exception of the elevated plasma ketones. 

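Txnip had intensities of 458 in wild-type controls and 327 in PPARα-null controls, and of 51.0 and 118 in wild-type and PPARα-null mice on Wy14643. On the control diet its signal was lower in PPARα-null than in wild-type mice, with log2 ratios of wild-type over PPARα-null of 0.48 by this probe set and 0.82 by a dimmer one. Only the dimmer one reached 1.5-fold. On Wy14643 the probe sets pointed opposite ways between the genotypes: the brighter one was 2.31-fold higher and the dimmer one 1.28-fold lower in PPARα-null than in wild-type mice. Both were lower on Wy14643 than on the control diet, by log2 ratios of -3.17 and -1.66 in wild-type mice and -1.47 and -1.20 in PPARα-null mice.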

Since hepatic expression of Txnip is decreased in PPARα-null mice, it can be hypothesized that part of the effect of PPARα deletion on lipid and glucose metabolism is mediated by downregulation of Txnip in liver, which subsequently might affect redox status. It is unclear to what extent Txnip expression is affected by PPARα deletion in tissues other than liver.

In conclusion, our data indicate that the role of PPARα in hepatic lipid metabolism is much more extensive than previously envisioned. By generating a schematic overview of PPARα-dependent gene regulation in mouse liver, and, for a selected set of genes, by providing evidence for direct regulation by PPARα in rodents and human, we have extended the role of PPARα in the control of hepatic lipid metabolism.

## Figures and Tables

**Figure 1:**
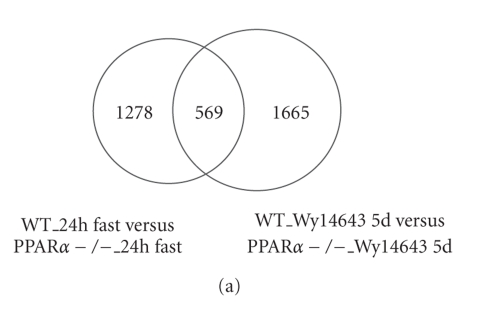

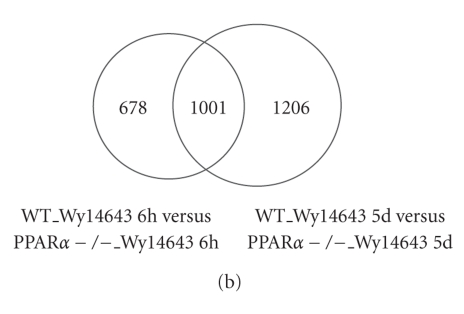
Microarray analysis of PPARα-dependent gene regulation in mouse liver. (a) Venn diagram showing the number of differentially expressed probesets between livers of 24-hour fasted wild-type and PPARα-null mice, and between wild-type and PPARα-null mice treated with the PPARα agonist Wy14643 for 5 days. Pooled RNA was hybridized to Affymetrix MOE430A arrays. A fold-change of >1.5 was used as cutoff. (b) Venn diagram showing the number of differentially expressed probesets between livers of wild-type and PPARα-null mice treated with the PPARα agonist Wy14643 for 6 hours, and between wild-type and PPARα-null mice treated with the PPARα agonist Wy14643 for 5 days. RNA from individual mice was hybridized to mouse 430 2.0 arrays. Probesets that satisfied the criteria of fold-change >1.5 and FDR <0.01 were considered to be significantly regulated.

**Figure 2:**
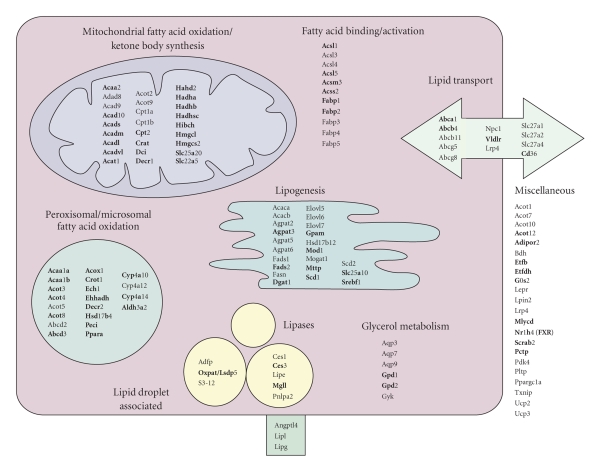
Overview of PPARα-regulated genes involved in hepatic lipid metabolism. Genes in bold are PPARα-dependently regulated during fasting and by Wy14643, representing a conservative list of PPARα targets. Genes in normal font are PPARα dependently regulated in any of the four studies included. Functional classification is based on a self-made functional annotation system of genes involved in lipid metabolism (http://nutrigene.4t.com/microarray/ppar2007).

**Figure 3:**
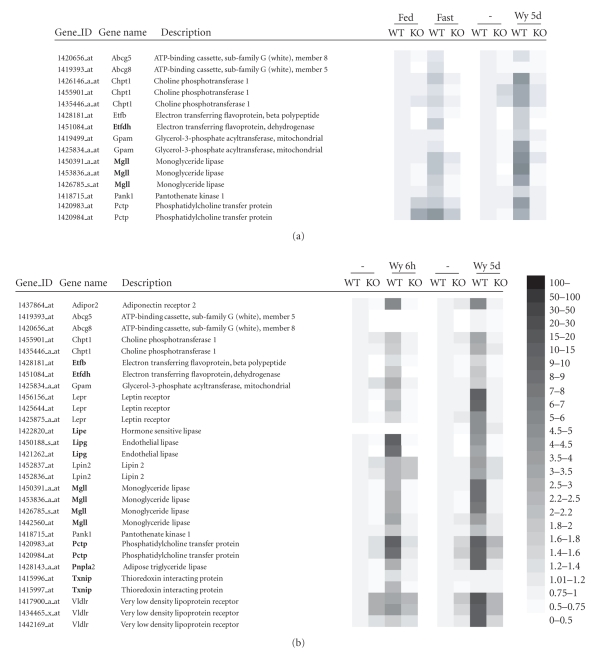
PPARα-dependent regulation in mouse liver of selected genes involved in lipid metabolism as shown by heat map. The (GCRMA normalized) expression data were derived from 4 separate microarray studies. Expression levels in wild-type mice without treatment were set at 1. (a) Expression data derived from studies 1 and 2. (b) Expression data derived from studies 3 and 4. Genes in bold were selected for expression analysis by Q-PCR and in silico screening for putative PPREs.

**Figure 4:**
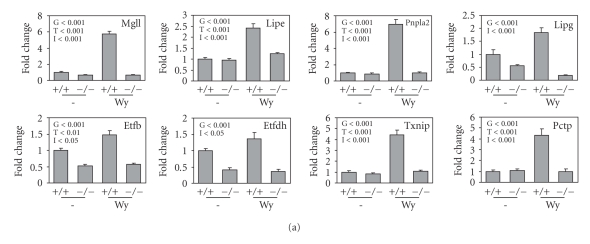

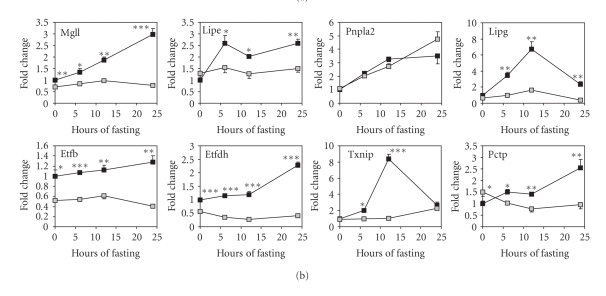
PPARα governs expression of selected genes in mouse liver. (a) Regulation of expression of selected genes by Wy14643-feeding (5 days) in liver of wild-type (+/+) and PPARα-null mice (−/−), as determined by Q-PCR. Error bars represent SEM. Differences were evaluated statistically using two-way ANOVA. Significance (p-value) of effect of genotype (G), treatment (T) and interaction (I) between genotype and treatment is indicated in each figure. (b) Regulation of expression of selected genes by fasting in liver of wild-type (▪) and PPARα-null mice (□), as determined by Q-PCR. Error bars represent SEM. Differences in expression between wild-type and PPARα-null mice at each time point were evaluated by Student t test. *P<.05; **P<.01; ***P<.001.

**Figure 5:**
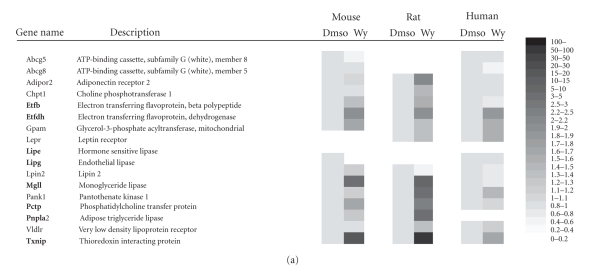

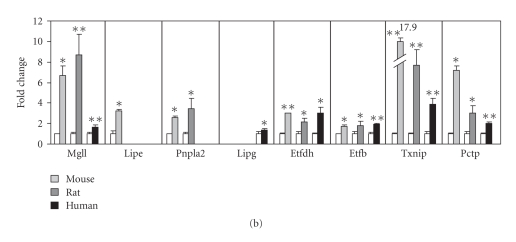
Regulation of selected genes involved in lipid metabolism in primary hepatocytes by Wy14643. (a) Microarray-based heat map showing relative expression levels of genes calculated using a multichip modified gamma model for oligonucleotide signal (multi-mgMOS) and a remapped chip description file. Expression levels in the absence of ligand were set at 1. (b) Relative induction of expression of selected genes in primary hepatocytes by Wy14643, as determined by Q-PCR. The primary hepatocytes used for Q-PCR and microarray analysis were from independent experiments. Genes were not included when expression was extremely low (Ct > 30). Error bars represent SD. The effect of Wy14643 on gene expression was evaluated by Student t test. *P<.05; **P<.01.

**Figure 6:**
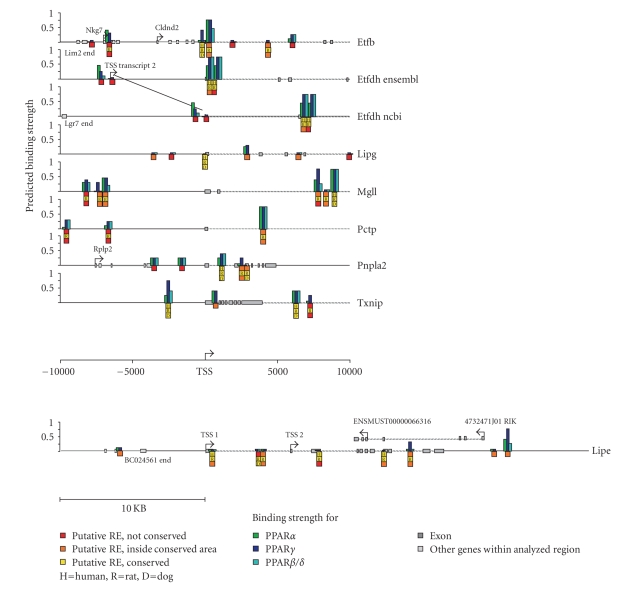
In silico screening for putative PPREs for the selected 8 genes, 10 kbp up- and downstream of the transcriptional start site were examined for the presence of putative PPREs. For each putative PPRE identified, the predicted PPAR subtype specific binding strength was determined, as reflected by the height of the bar. The sequence conservation of the PPRE among various species is indicated.

**Figure 7:**
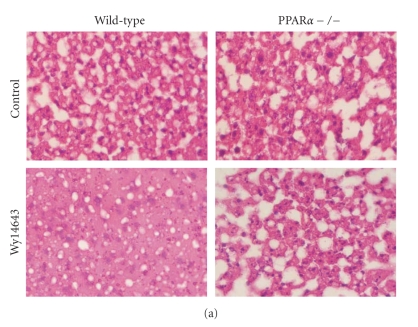

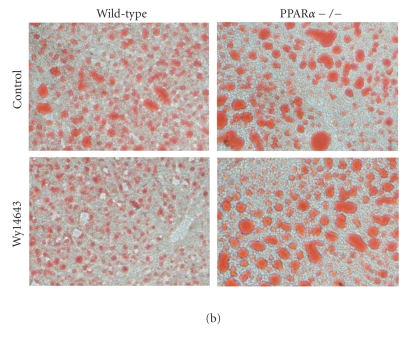

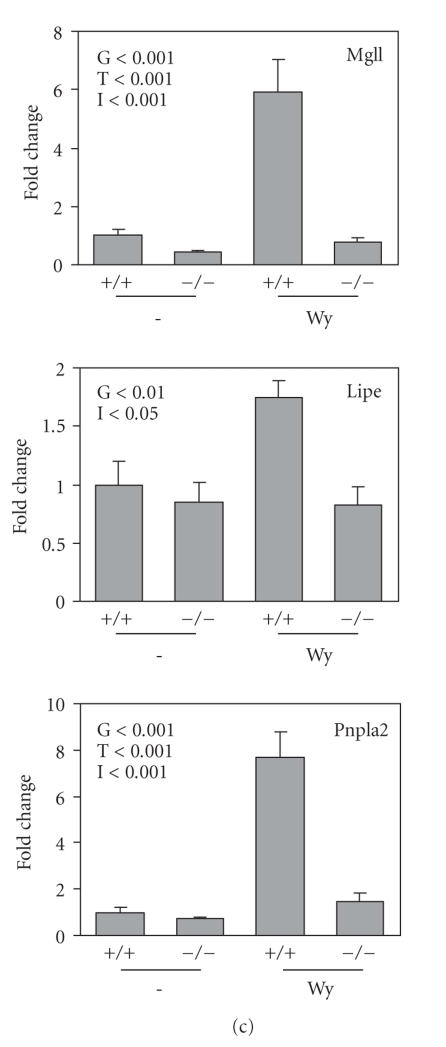
Induction of the triglyceride hydrolysis pathway by Wy14643 is paralleled by a decrease in hepatic lipid stores. Hematoxilin and eosin staining (a) and oil red O staining (b) of representative liver sections of wild-type and PPARα-null mice treated or not with Wy14643 for 7 days (magnification 200X). All mice were given an HFD for 20 weeks prior to Wy14643 treatment. (c) Hepatic expression of Mgll, Lipe, and Pnpla2 in the 4 experimental groups as determined by Q-PCR. Error bars represent SEM. Differences were evaluated statistically using two-way ANOVA. Significance (p-value) of effect of genotype (G), treatment (T), and interaction (I) between genotype and treatment is indicated in each figure.

How the deposited data were processed for this re-analysis (not part of the article)

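Of the studies in the paper, the one that compares wild-type and PPARα-null mice fed Wy14643 or a control diet for 5 days was processed; the fasting study, the 6-hour study, the replicated 5-day study, the hepatocyte experiments and the Q-PCR were not analysed here. The 4 arrays (wild-type control, wild-type Wy14643, PPARα-null control, PPARα-null Wy14643) are of the Affymetrix MOE430A type, with 1 array of pooled liver RNA per group. The deposited table holds intensity values that the authors computed with GCRMA (version 2.20 in the submitters' notes), which corrects background, normalizes between arrays by quantiles and summarises probes into probe sets. The values run from 1.55 to 31270.2, so they lie on the linear scale and were converted to log2. Whether GCRMA was run on these 4 arrays alone is not stated.

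Of 22690 probe sets, 64 Affymetrix controls were left out, a step decided after both counts of lower probe sets, with and without them, had been seen, and 22626 were used. Probe sets were named from a reference table that assigns gene symbols to the probe sets of this array: 20380 carry 1 gene symbol, 691 several and 1555 none, which gives 12393 named genes; some genes are not reported here. Where a gene has several probe sets, the one with the highest mean over the 4 arrays stands for it; for genes the paper names, each probe set above background is reported for wild-type over PPARα-null on Wy14643. The ratios between groups were taken on the log2 scale for 4 comparisons: wild-type over PPARα-null on Wy14643, wild-type over PPARα-null on the control diet, and Wy14643 over control within each genotype. A probe set counts as higher or lower at a ratio of at least 1.5, the threshold of the paper. With 1 array per group, no test over mice was made. The standard deviation of the log2 ratios over all probe sets was 0.72 between the genotypes on Wy14643, 0.64 for Wy14643 over control in wild-type mice, 0.28 in PPARα-null mice and 0.26 between the genotypes on the control diet, and the PPARα-null pair was used as a measure of how far arrays with little change can differ. The median intensity was 14.3 on the wild-type control, 14.6 on the wild-type Wy14643, 14.2 on the PPARα-null control and 14.5 on the PPARα-null Wy14643 array, so about as many probe sets lie below as above background. For genes called between the genotypes on Wy14643, 1103 of 1285 further probe sets (85.8%) had the same direction and 646 (50.3%) also reached 1.5-fold.

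For a gene below background on 1 of the arrays compared, the fold is printed as the smallest that background allows, and for a gene below background on both none is given. Counts and medians of lists use the ratio of the deposited values for such genes, and the count with the smallest ratio in its place is given beside it where it differs. There were 30 pathway lists and 9 lists of cell type markers. Their members above background on at least 1 of the 2 arrays were counted as higher, lower or between. The median of each list with more than 2 such members was placed among 10000 random lists of equal size drawn within 20 bins of expression. Lists with 1 or 2 such members were not placed. The lists, the threshold, the background, the alternatives and the rule for naming genes were set before the data were examined. The rule takes every gene the paper names, the 12 genes with the largest ratio in each direction for wild-type over PPARα-null on Wy14643 (above background on both arrays and in the same direction for Wy14643 over control in wild-type mice), the 8 in each direction for the other comparisons, and 2 to 4 members with the largest ratio for each list described. Other list members, such as those named as exceptions, as lying between the thresholds or as steps of a pathway, were chosen after their values were seen. Overlaps between comparisons that share an array were set against 100 simulations of unchanged arrays.

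The calculation was tested on simulated data: with the spread of the PPARα-null pair, 54.0% of probe sets changed 1.5-fold were recovered, 86.0% of those changed 2-fold, and all of those changed 4-fold or 8-fold. The 1.5-fold change equals the threshold, so 54.0% is near the even split that symmetric noise gives and does not measure sensitivity. The alternatives tried were a filter on dim probe sets, a floor at background, 32 added on the linear scale, centring each array on a median, cyclic loess between arrays, leaving out probe sets that may bind several transcripts, other probe sets of a gene or their median, no background or each array's own median as background for the lists, and random lists without matching on expression; keeping the control probe sets was added after the data were seen. Gene order came from the reference gene table of assembly GRCm38.p6 and was used for names and neighbours only, with 7618 measured genes placed. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 for cyclic loess.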

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

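The tests of whether Txnip rests on a misread probe set and of whether all non-parenchymal cells were fewer were chosen only after the result was seen, as were the spread of the clock gene groups and the counts at the smallest ratio; the other 4 tests were set before it. The differences between the genotypes in this part were not tested, since each group has 1 array.

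Txnip was lower on Wy14643 than on the control diet in PPARα-null mice, which lack the receptor (log2 ratio -1.47), a comparison the paper does not discuss for the arrays. A misread probe set is argued against, since of both probe sets in both genotypes the value nearest to 0 was -1.20. Sampling at another time of day stays open: the clock gene groups of opposite phase stood 0.32 apart in PPARα-null mice (means -0.30 for the group of Arntl and 0.02 for that of Dbp, standard error of the gap over genes 0.26) and, in the opposite order, 0.94 apart in wild-type mice (0.11 and -0.83), and 4 of 14 clock genes were at least 1.5-fold lower in PPARα-null mice (3 at the smallest ratio). A lower intake of carbohydrate on the Wy14643 diet cannot be told apart from an effect of the compound without its receptor: the median of 8 carbohydrate-responsive genes in PPARα-null mice was -0.57, between the bounds set for either answer, and over the 6 above background -0.62, which reaches the bound for it, as does -1.72 in wild-type mice; food intake is not given. An action of Wy14643 that does not need PPARα may also account for it and was not tested.

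Kupffer cell markers were lower on Wy14643 in PPARα-null mice, with a median log2 ratio of -0.98 over 9 genes, in a comparison the paper does not discuss. The scaling between the arrays is argued against, since the median stayed at -0.93 under the scalings tried. A lower share of all non-parenchymal cells is argued against too, since stellate cell markers did not fall with the Kupffer markers. All 7 had log2 ratios above 0, with 3 at least 1.5-fold higher and 4 between (median 0.57, median absolute deviation 0.23). Kupffer markers were lower (median absolute deviation 0.25). Endothelial markers were lower as well (median -0.66, median absolute deviation 0.29, or median -0.37 with genes below background on 1 array at their smallest ratio). A smaller number of Kupffer and endothelial cells or a lower expression of these genes per cell may each account for it, and the arrays of whole liver do not separate them.

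A set of 44 genes differed at least 1.5-fold between the genotypes on both diets but by less than that with Wy14643 in either genotype. Of these, 14 were higher in wild-type and 30 higher in PPARα-null mice. The paper takes up basal differences between the genotypes in general terms. With genes below background on 1 array at their smallest ratio, 40 genes of the set remain. Cxcl14, 12.7-fold higher in PPARα-null mice on either diet, Ppara, Scd1 (by its brighter probe set), Hacl1, Glo1 and Prom1 belong to it, Hacl1, Glo1 and Prom1 being named after their values were seen. Close clustering was not seen: 0 of the 44 genes had another of them within 5 measured genes (random sets: median 2, 95th percentile 6). Long chromosome segments that differ between the 129 substrains of the genotypes stay open. Genes of the set that lie further apart on a segment were not counted. Single variants that differ between the substrains, or that change the binding of a probe, may still account for some of them, as may the loss of PPARα itself; substrain and genotype are not separable here.

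The following results were picked because the genotypes moved in opposite directions by at least 1.5-fold on Wy14643, with the log2 ratio to the control diet given for wild-type and then PPARα-null mice: C9 -4.87 and 0.91, Cd36 2.81 and -0.79, Ces1g -0.91 and 0.67, Egr1 -5.20 and 0.71, Etfdh 0.86 and -0.59, Nnmt -5.39 and 0.76, Septin4 -1.05 and 1.17, and Usp2 -1.32 and 1.67. In PPARα-null mice Etfdh falls short of 1.5-fold after centring (-0.54), after loess (-0.56) and with 32 added (-0.55), and Cd36 (-0.22 and -0.42) and Septin4 (0.27) do by other probe sets. Over 6385 genes above background on all 4 arrays, 33 were higher in wild-type and lower in PPARα-null mice, 31 the other way round, 30 higher in both and 110 lower in both. Among genes the paper does not discuss, S100a8 and S100a9, calcium-binding protein genes of neutrophils, were higher on Wy14643 in PPARα-null mice (log2 ratios 2.75 and 2.57). Of 19 cholesterol synthesis genes, 7 were lower on Wy14643 in PPARα-null mice. The paper reports the probe sets that were lower in PPARα-null mice on Wy14643; 2165 were higher.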

How the results depend on the processing

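No alternative was chosen to approach the paper's values, and 1, keeping the control probe sets, was added only after the counts were seen. No paired analysis was possible because each group has 1 array of pooled RNA. The count of probe sets lower in PPARα-null mice on Wy14643 was 2178 with dim probe sets left out, 2045 with a floor at background, 2208 after centring, 2241 after loess, 1904 without probe sets that may bind several transcripts and 2247 with the control probe sets kept. Of 63 counts of probe sets under alternatives, 54 stayed within 1.5 times the count reported; the other 9 all came from adding 32 to each intensity, which gave 1448 lower and 1326 higher in PPARα-null mice on Wy14643, 1236 higher and 1129 lower with Wy14643 in wild-type mice, 78 and 249 in PPARα-null mice, 144 lower and 107 higher in PPARα-null mice on the control diet, and 121 lower on both diets. By construction this setting shrinks the ratios of dim probe sets. It also lowered the list counts of cell cycle genes higher on Wy14643 in wild-type than in PPARα-null mice to 5, and of endoplasmic reticulum stress, clock and interferon genes lower there to 3, 5 and 6. Over all lists, 149 members were higher in that comparison, and the alternatives gave 133 to 153. Among 832 values of named genes under alternatives, 706 moved by less than the spread of the PPARα-null pair, 125 by more, and 1 reversed: Txnip, wild-type over PPARα-null on Wy14643, was 0.36 by its other probe set, and the cause was not tested. Centring moved the share of higher among the probe sets called with Wy14643 in PPARα-null mice from 32.6% to 46.0%, and of those lower in PPARα-null mice among the calls on the control diet from 48.7% to 59.1%, through shifts of under 0.05 in log2; these splits should not be read as a balance of directions. Signal over background limits what can be seen, since about as many probe sets lie below background as above it. A ratio of 1.5 was recovered in 54.0% of simulated cases. That change equals the threshold, so the share does not measure what is missed.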

Differences from the paper's values

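No test in this part was chosen after the values were seen. For 8 genes, 22 Q-PCR values that the paper draws as bars were compared with the array ratios to wild-type controls. Of these, 2 differed, both of Txnip. The paper does not state which of its independent studies of Wy14643 feeding gave the livers for the Q-PCR. Each array holds 1 pool of RNA, so the mice behind the values compared may not be the same. Whether this accounts for the difference in Txnip was not tested. A difference was counted where the values lie further apart than the paper's error, by more than 1.5 times, and at least 1 of them lies above wild-type controls; a gene below background differs only where its bound does. In wild-type mice on Wy14643, the paper's value for Txnip is about 4.4 in Fig. 4(a), read by eye (error bars are SEM), and the array value is 0.111; in PPARα-null mice on Wy14643, the paper's value is about 1.1 in Fig. 4(a), read by eye, and the array value is 0.258. None of the alternatives set before the data were examined brings either within the paper's value; the other probe set of Txnip gives 0.317 and 0.247. Lipg in PPARα-null mice was about 0.6 on the control diet and about 0.2 on Wy14643 in Fig. 4(a), read by eye. On the arrays it was at most 0.376, the bound that background allows, and 0.467. Lipe in wild-type mice on Wy14643 was about 2.4 in Fig. 4(a), read by eye, against at least 1.11 here. These values are also more than 1.5 times apart and were not counted, Lipg lying below wild-type controls on both diets and Lipe being a bound. The paper's count of 2234 probe sets lower in PPARα-null mice on Wy14643 stands against 2240 here, which is not a difference by these criteria, and of the alternatives set before the data were examined only adding 32 to each intensity (1448) lies more than 1.5 times away.

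The paper shows Txnip as upregulated in a PPARα-dependent way and as lower in PPARα-null liver. On the arrays it was lower on Wy14643 than on the control diet in both genotypes and by both probe sets, with log2 ratios of -3.17 and -1.66 in wild-type mice. On the control diet wild-type over PPARα-null gave 0.48 and 0.82, that is lower in PPARα-null mice, though only 0.82 reached 1.5-fold. On Wy14643 the probe sets gave -1.21 and 0.36 for wild-type over PPARα-null mice. The mice behind the paper's Q-PCR of Txnip may not be those pooled for the arrays. The paper chose Txnip from Figure 3, whose genes were picked for a response to fasting, Wy14643 or both. Panel (a) of that figure uses the fasting study and the study of these arrays, and its Txnip values were not compared here. The paper states that comparing wild-type mice with and without Wy14643 would have excluded Etfdh; on the pooled arrays, at the 1.5-fold that it applies to them, Etfdh stood at 1.82-fold in that comparison, and no alternative run took it under that threshold; the paper does not name the study behind the statement, and for its replicated studies, not analysed here, it also required a false discovery rate, so samples and criterion may differ from the pair of arrays used (with 32 added, a log2 ratio of 0.85). Among the lipases that the paper names as upregulated by PPARα, Pnpla2 and Mgll were higher in wild-type than in PPARα-null mice on Wy14643, by 7.07-fold and 6.19-fold. Lipe lay too near background to place against 1.5-fold. Of the carboxylesterases, which the paper names tentatively, Ces1g (Ces1 in the paper) was 2.04-fold lower. Ces1d (Ces3 in the paper) was 1.52-fold higher by its brightest probe set, with 1.25-fold and 1.66-fold by the others.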

Other observations

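In this part the comparison with random lists was set before its result was seen, and the overlaps set against independence and the counts at the smallest ratio were chosen after the data were seen; the differences between the genotypes were not tested. In PPARα-null mice, where the receptor is disrupted, 298 probe sets were at least 1.5-fold higher and 615 lower on Wy14643 than on the control diet; centring gives 428 and 503, and adding 32 gives 78 and 249. Among genes above background on both arrays, highest stood Cyp4a14 (8.51-fold), the neutrophil genes S100a8 (6.75-fold) and S100a9 (5.95-fold), the ubiquitin protease gene Usp2 (3.19-fold), the immunoglobulin joining chain gene Jchain (2.49-fold), Septin4 (2.25-fold), Fam13c (2.18-fold) and the peroxisomal thioesterase gene Acot8 (2.15-fold). Lowest stood Vsig4, a complement receptor gene of Kupffer cells (4.69-fold), the water channel gene Aqp1 (4.01-fold), Clec4g (3.65-fold), Fcna (3.25-fold), the mannose receptor gene Mrc1 (3.14-fold), Cela1 and Ugt2b37 (3.04-fold each) and Gja1 (3.02-fold), Vsig4 and Clec4g being markers of Kupffer and endothelial cells. Neutrophil markers were higher in 3 of 5 cases and lower in 0 (median log2 ratio 0.77; 2 of 5 and 0.37 with genes below background on 1 array at their smallest ratio), lymphocyte markers higher in 2 of 4 (1 of 4), and hepatocyte markers higher or lower in 0 of 10. Higher on Wy14643 in both genotypes were 50 probe sets (25.5 under independence) and lower in both 223 (52.7 under independence), 2 comparisons that share no array. In opposite directions, 70 were higher in wild-type and lower in PPARα-null mice and 62 the reverse (52.7 and 25.5 under independence). Independence was taken over all 22626 probe sets. Most calls lie above background (590 of the 615 lower in PPARα-null mice, on at least 1 array), so these expected counts are too low. Whether 50 or 70 exceed the counts expected among expressed probe sets was not tested.

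Of 19 cholesterol synthesis genes, 9 were at least 1.5-fold lower and 1 higher on Wy14643 than on the control diet in wild-type mice (median log2 ratio -0.58), and in PPARα-null mice 7 were lower, 12 lay between and 0 were higher, with a median of -0.44, below that of every one of 10000 matched random lists; there the farnesyl diphosphate synthase gene Fdps was 2.82-fold and the lanosterol synthase gene Lss 2.03-fold lower. Between the genotypes on Wy14643 the list split into 5 higher and 5 lower in wild-type mice. Interferon and MHC genes were lower in wild-type than in PPARα-null mice on Wy14643 in 12 of 18 cases (11 at the smallest ratio) and higher in 0 (median -1.06, or -0.79; the immunoproteasome gene Psmb8 6.64-fold, and H2-Aa, which antigen-presenting cells express, by a log2 ratio of -1.66), beside Kupffer cell markers with 4 of 9 and lymphocyte markers with 2 of 4 lower in that comparison. Clock genes were lower in 8 of 14 cases (7 at the smallest ratio) and higher in 0 (Dbp -2.57, Tef -2.50 and Bhlhe40 -2.27), xenobiotic genes under CAR and PXR in 8 of 16 and higher in 0 (Gsta2 -4.04, Gstm3 -2.51), and endoplasmic reticulum stress genes in 6 of 18, with 2 higher; NRF2 target genes had 4 higher and 4 lower of 13. Male-biased liver genes had 2 higher and 4 lower of 8 on Wy14643, and on the control diet 1 higher and 4 lower of 7. Of 7 measured stellate cell markers, 4 were lower with Wy14643 than on the control diet in wild-type mice, and 3 were higher in PPARα-null mice, among them Pdgfrb (0.91) and the collagen gene Col3a1 (0.79). Neutrophil markers were lower in 3 of 5 cases (2 at the smallest ratio) in wild-type mice on Wy14643 against PPARα-null mice. The pancreatic gene Cela1 was the 1 lower of 3 measured acinar markers (-1.32), Bpgm the 1 higher of 2 red cell markers (1.57), and Sox9 the 1 measured cholangiocyte marker (0.37).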
